A study of Mus musculus with 6 samples.

How the data were processed

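Methylated DNA was captured with the methyl-CpG-binding protein MBD2 and sequenced (MBD-seq) from 6 primary chondrocyte cultures, taken from the knee articular cartilage of early postnatal mice. Per the labels, 3 cultures came from control mice carrying a floxed Dnmt1 allele and 3 from conditional knockout (cKO) mice with Prx1-Cre and floxed Dnmt1. The labels' protocols cover the culture, the MBD2 enrichment of sonicated DNA and the library preparation, and name no aligner, genome build or peak caller.

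One peak list for the whole series was analysed. Its 10 columns follow the narrowPeak layout under other column names. The deposited fold enrichment of each peak is a ratio over the caller's background. The deposited significance values are the −log10 p and −log10 q of each peak, and the deposited score is the whole part of 10 times the −log10 q. Peak start, end and summit offset are positions. Per the peak names in the file, 3 datasets were merged with Samtools before peaks were called; the names do not say which group they belong to, and nothing in the list assigns a value to any of the 6 samples. The list therefore supports no test of control against cKO, and the planned test on counts, its replicate block and its leave-one-out fits were not computed. The lowest −log10 q was 20.004, so the list had been called or filtered near that value. The list analysed here ended in an incomplete line on chromosome 6, which was left out; it covers chromosomes 1 to 5 and 10 to 19, part of chromosome 6 and 15 unplaced contigs. Chromosomes 7, 8, 9, X and Y were not analysed here, so neither the Dnmt1 locus nor the planned comparison of X with the autosomes was analysed.

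The pileup and the background behind each peak were recovered from its fold and p-value. A peak caller of the MACS family sets fold = (pileup + 1)/(background + 1) and takes p as the Poisson probability of a count above the pileup. Both were solved for a whole-number pileup, and a peak counted as matched when its −log10 p fell within 1% of the spacing between neighbouring whole pileups. Peaks matched in 99.97% of cases; 25 peaks did not match. On 5000 simulated peaks the pileup was recovered exactly in 100% of cases. Where the simulated fold came from a pileup that was not whole, and p from the whole one, 0.04% matched. Fold and p were mismatched by design there, so this share does not tell how often values of another kind of caller would match. That such a caller was used is an inference from this match, since neither header nor labels name one. "Background" below is this recovered value in scaled reads, which such a caller takes as the highest of a genome average and of the counts of a second library set around the summit.

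Gene positions came from a RefSeq gene table of GRCm38.p6, used for gene names and for placing peaks relative to genes. The file states no build. Its contigs carry accession names. The number of peaks within 1 kb of a protein-coding gene end was lowest at 0 shift among 41 shifts of up to 20 kb. A gene table offset from the peaks by a constant distance would not be expected to give this. No table of another build was tried. Peak coordinates are printed 1-based: the starts in the file were read as 0-based and raised by 1. No coordinates of the gene table are printed. The table has no strand, exons or sequence, so transcription start sites, promoters, exons, introns and CpG density were not analysed; "gene end" means either end of a gene. The comparisons planned to match placements or promoters on CpG, or to take expected numbers from CpG, were not run. The 36508 genes that lie on covered sequence beyond the first 3 Mb of a chromosome entered the gene tests, 15765 of them protein-coding.

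Peaks were placed by their midpoint. Shares in gene bodies and at gene ends were compared with 1000 random placements of the same peaks between the first and last peak of their chromosome (two-sided empirical p; assembly gaps inside that span were not excluded). 8 gene lists were fixed before the data were examined, as were all alternatives except those said to be added. All 227 of their genes were found in the table and 167 lay on covered sequence. The share of each list with at least 1 peak was compared with 10000 random lists matched on gene length in 10 bins (two-sided, Benjamini-Hochberg adjusted over the 8 lists for bodies and for ends separately). Neighbouring genes of one cluster can share a peak, so list members are not fully independent. On simulated lists, scored on gene bodies at an unadjusted p under 0.05, the list test called 3.4% of 500 random lists. It called 64% of 200 lists with 3-fold odds of a hit. Most of the 8 lists are shorter than the simulated ones. The 64% therefore does not give the power for short lists, after adjustment or at gene ends. The placement test gave a ratio of 0.703 when 30% of gene-end peaks had been dropped.

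The rule for named items was the 10 peaks with the highest fold, the 5 genes with most peaks in the body and the list genes with a peak within 1 kb of a transcription start, here of either gene end; 1 item under this rule is not reported here. Alternatives were −log10 q of at least 2 or 3, the peaks at or above the median by fold, merging peaks within 500 bp, windows of 2 kb and 500 bp, placing peaks by summit or by an overlap of at least 1 bp, and protein-coding genes as background. Added after seeing the list were −log10 q of at least 50 or 100, circular shifts in place of independent placements, 20 length bins, and separate runs on peaks at and above the lowest background. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used. No library totals per sample were used here, and the depth of single samples is unknown.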

Results

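Genome-wide DNA methylation was profiled by MBD-seq in primary chondrocytes, the cells of cartilage, from control mice (n = 3) and from mice in which Prx1-Cre, active in limb mesenchyme, deletes Dnmt1 (cKO, n = 3). Dnmt1 is the methyltransferase that copies CpG methylation to new DNA strands. The comparison was designed to find regions whose methylation depends on Dnmt1. The data analysed were a single list of 84111 peaks called on 3 merged datasets, which the name of the deposited list describes as regions of Dnmt1-mediated methylation. No replicate values accompany a peak, so no spread between animals can be given for any value below, and the depth of each sample is unknown. Intervals and permutation tests below run over peaks or genes of this one list.

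Peaks had a median width of 415 bp, with quartiles at 273 and 575 bp and a range from 54 to 7120 bp. The median fold enrichment, as given by the authors' peak caller, was 13.2 (quartiles 8.41 and 21.7). The fold was at least 20 in 24347 peaks (28.9%) and under 5 in 2640 peaks (3.14%). The median −log10 q was 107. Peaks of at least the median fold were wider, with a median of 503 bp, and had a median fold of 21.6, the largest shift in fold among the alternatives tried. In all, 7579 peaks lay within 500 bp of the preceding one.

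The pileup and the background of each peak, recovered from its fold and p-value, separated the list into 2 kinds. The median pileup was 127 reads (quartiles 73 and 241). A background of 6.37 reads was shared by 63063 peaks, 74.98% of the list, and no matched peak had a lower one. A further 21043 peaks (25.02%), of which 20 were not matched by a whole-number pileup, had a higher background, with a median of 18.4 reads. Median pileups were 98 reads at the lowest background and 331 reads above it, whereas the median folds were 13.4 and 12.5. A background at least 2 times the lowest was found in 13583 peaks (16.1%), and one at least 10 times the lowest in 4.88%. Of the backgrounds above the lowest and under 60 reads, 69.6% were whole multiples of 0.239 reads. A multiple counted as whole within 1% of the step, for which 2% were expected by chance. A caller that scales by totals would give this step if the background set held 4.18 times as many reads as the merged set. Of the remaining backgrounds under 40 reads, 47.2% were whole multiples of the step that a read extension of 54 bp gives over 1 kb. The tolerance here was 5% of the step, and the next best extension gave 26.9%. A width of 54 bp was also the narrowest among the peaks. For the 63063 peaks at the lowest background the fold was thus a comparison with a genome-wide average, and the local signal of the background set there is known only to lie at or below it.

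The peaks were next placed along the chromosomes. Over the spans covered, density averaged 43.0 peaks per Mb. Among the 15 chromosomes covered to their end it was highest on chromosome 17 (55.6 peaks per Mb, 1.29 times the average) and chromosome 5 (53.9 peaks per Mb), and lowest on chromosome 14 (35.4 peaks per Mb) and chromosome 3 (35.6 peaks per Mb). Random placement gave ratios between 0.954 and 1.04 for chromosome 17. Across these 15 chromosomes, peak density rose with the density of protein-coding genes (Pearson r = 0.69, permutation p = 0.0042; Spearman rho = 0.71, permutation p = 0.00447; 100000 resamples, two-sided, 1 relation tested). Without chromosomes 11 and 19, the farthest from the median gene density, r was 0.68. Chromosome 17, highest in peak density and, among those left, in gene density (11.4 per Mb), was kept, so its weight was not tested. Peaks above the lowest background did not follow this relation (r = -0.47, permutation p = 0.0747).

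**Figure D1:**
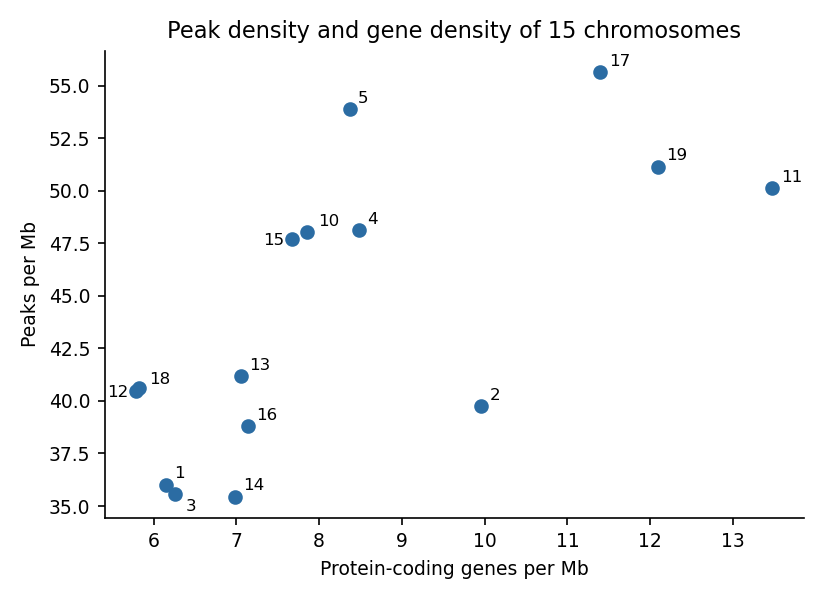
Peaks per Mb (vertical axis) against protein-coding genes per Mb (horizontal axis) for the 15 chromosomes covered to their end; each point is a chromosome, labelled by its number. Peak density rises with gene density (Pearson r = 0.69), with chromosome 17 highest at 55.6 peaks per Mb.

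Of the 83968 peaks on chromosomes, 61.2% had their midpoint inside a gene body, against 49.3% in random placements (central 95% of placements, 49.0% to 49.7%). The ratio was 1.24 (permutation p = 0.002, the smallest that 1000 placements allow). In protein-coding gene bodies the share was 52.9% against 40.8%, a ratio of 1.30 (permutation p = 0.002). Within 1 kb of a protein-coding gene end lay 3651 peaks, 4.35% against 3.01% by chance, a ratio of 1.44 (permutation p = 0.002). The gene ends were nonetheless poorer in peaks than their surroundings, since shifting the gene ends by 8 to 14 kb gave 4183 peaks on average, and the count with no shift was 0.873 of that. This local deficit was seen on 15 of 16 chromosomes. The 2 kinds of peaks differed in placement. Peaks at the lowest background lay in gene bodies in 67.9% of cases and peaks above it in 41.2%, a difference of 26.6 percentage points. The direction was the same on 16 of 16 chromosomes. Rotating the kinds along the chromosomes gave differences from -1.61 to 4.62 points (1000 rotations, two-sided permutation p = 0.002). For peaks above the lowest background alone, all 3 ratios to random placement fell below 1, to 0.842, 0.781 and 0.806.

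**Figure D2:**
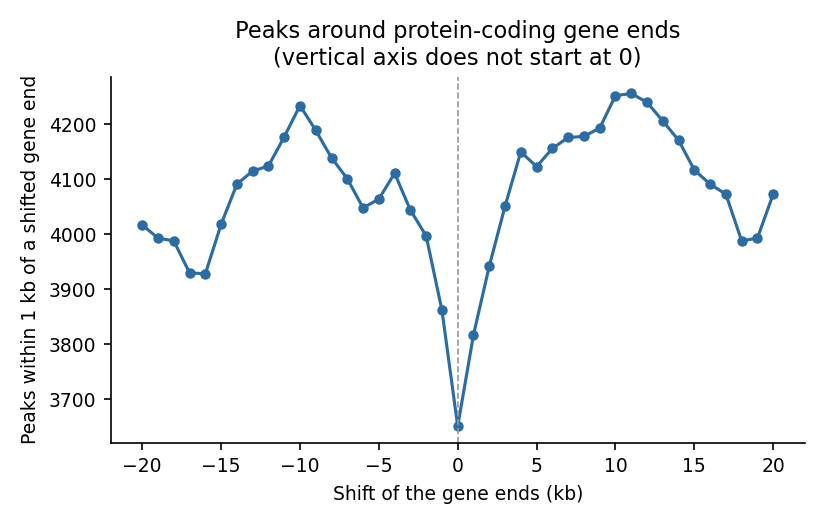
Number of peaks with their midpoint within 1 kb of a protein-coding gene end (vertical axis, not starting at 0) as all gene ends are shifted by up to 20 kb (horizontal axis); each point is one shift. The count is lowest, 3651, with no shift.

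Of the 10 peaks with the highest fold, 9 lay in one interval of 109 kb on chromosome 6, from 47656394 to 47765499, in and between the gene models Gm40369, Gm40367, Gm40365, Gm40363, Gm52861 and Gm52862. The 4.5S RNA gene Rn4.5s lies beside this interval in the gene table. The highest fold of the list was 150.6, for a peak of 845 bp at 47764655 to 47765499 with a −log10 q of 3598, whose nearest gene was the lncRNA Gm52862. The next, 149.4, was inside Gm40365 at 47672988 to 47674573. The interval held 48 peaks with a median fold of 28.0. The 10th peak, with a fold of 91.1, lay on chromosome 17 at 6466630 to 6467333, nearest to the pseudogene Tmem181b-ps. The highest −log10 q, 69253, belonged to a peak at 98666544 to 98667333 on chromosome 2, outside any gene, with a fold of 12.1. Its recovered background was 8313 reads, 1305 times the lowest, under a pileup of 100973 reads. This peak was not matched by a whole-number pileup, so both recovered values are less certain.

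At least 1 peak fell in the body of 15841 genes (43.4%), and of 10206 protein-coding genes (64.7%). Most peaks were counted in Igk (gene 243469, the immunoglobulin kappa complex on chromosome 6), with 122. It was followed by Gm37013 (108), Gm38666 (104) and Gm38667 (102) on chromosome 18 and by Camta1 on chromosome 4 (92). The 3 entries on chromosome 18 overlap one another and 102 peaks fall in all of them; 55 protocadherin (Pcdh) genes lie within them. Relative to length, Igk had 3.85 peaks per 100 kb, below the 5.69 of protein-coding genes together, while Gm37013 had 12.2 and Camta1 11.5.

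The series title names energy metabolism, so lists for glycolysis, the TCA cycle and oxidative phosphorylation were set beside lists for cartilage matrix, chondrocyte hypertrophy, limb patterning, imprinted and germline genes. Among the 12 glycolysis genes on covered sequence, 11 had a peak in the body (91.7%, against 66.5% in random lists matched on length; random-list permutation p = 0.0738, adjusted p = 0.148). The TCA cycle list had 11 of 14 (78.6% against 63.1%, permutation p = 0.332, adjusted p = 0.52). Oxidative phosphorylation had 11 of 33 (33.3% against 41.8%, permutation p = 0.39, adjusted p = 0.52). None of these 3 differed from random lists after adjustment, nor did cartilage matrix (8 of 16 genes) or limb patterning (16 of 29 genes). Restricted to peaks of at least the median fold, the glycolysis list passed the threshold (permutation, adjusted p = 0.02); over its 10 alternatives that changed the test the adjusted p ran from 0.02 to 1, and it was under 0.05 in 1. The hypertrophy list had a peak in 14 of 16 gene bodies (87.5% against 52.7%, permutation, adjusted p = 0.0155). With protein-coding genes as the background its adjusted permutation p was 0.0656, and it stayed under 0.05 in 7 of 10 alternatives (range 0.0048 to 0.285).

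The imprinted and germline lists stood apart. All 24 imprinted genes on covered sequence had a peak in the body (67.7% expected, permutation, adjusted p = 0.0016), as did 22 of 23 germline genes (65.0% expected, adjusted p = 0.0016). At gene ends the shares were 58.3% for imprinted genes (14 of 24, 21.4% expected, permutation, adjusted p = 0.0032) and 95.7% for germline genes (22 of 23, 21.9% expected, adjusted p = 0.0016). The other 6 lists did not differ from random lists at gene ends (permutation, adjusted p from 0.474 to 1). Counting only peaks at the lowest background removed both gene-end excesses, to 6.47 percentage points for imprinted and 2.86 for germline genes (permutation, adjusted p = 0.989 for both). Peaks above it alone kept both, with 12 of 24 imprinted genes (3.29% expected) and 18 of 23 germline genes (3.60% expected; permutation, adjusted p = 0.0008 for each). In gene bodies the calls held in 6 of 10 alternatives for imprinted and in 5 of 10 for germline genes.

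**Figure D3:**
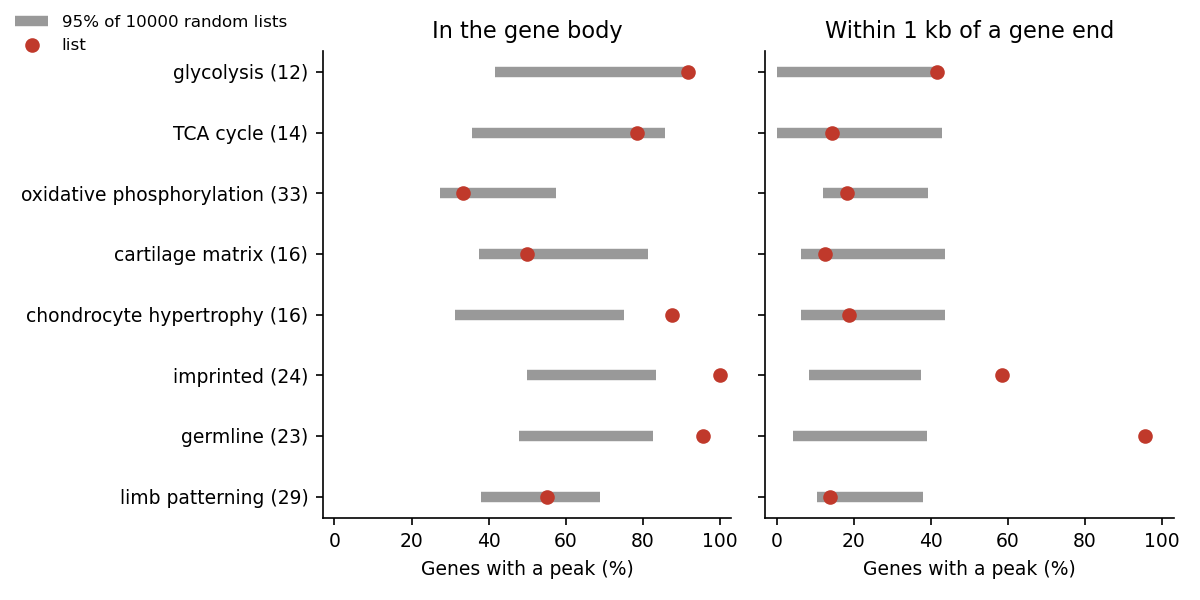
Percentage of each fixed list's genes with a peak in the gene body (left) or within 1 kb of a gene end (right); red points are the lists, grey bars the central 95% of 10000 random lists matched on gene length, and numbers in brackets the genes on covered sequence. At gene ends, germline (95.7%) and imprinted genes (58.3%) lie beyond the random lists.

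The germline genes with a peak at a gene end were Mael, Cyct, Sycp2, Slc25a31, Sohlh2, Hormad1, Sycp1, Brdt, Asz1, Stk31, Sycp3, Tex19.2, Tex19.1, Rpl10l, Tdrd9, Ddx4, Rnf17, Mov10l1, Pou5f1, Dazl, Dnd1 and Tdrd1; Piwil2 had none there. The imprinted ones were Zdbf2, Mcts2, Nnat, Gnasas1, Gnas, Sgce, Peg10, Plagl1, Dlk1, Meg3, Rtl1, Peg13, Igf2r and Airn, of which Sgce and Peg10 share a peak. In the metabolic lists they were Slc2a1, Hk1, Hk2, Slc16a3 and Hif1a for glycolysis, Sdhb and Mdh2 for the TCA cycle, and for oxidative phosphorylation they included Ndufs8, Ndufa8, Ndufb2, Ndufb5 and Atp5d. The remaining ones were Chad and Col2a1 for cartilage matrix, Alpl, Dlx5 and Gli1 for hypertrophy, and Hoxd9, Hoxa13, Meis2 and Tbx15 for limb patterning.

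Gene-end peaks of the imprinted and germline lists had lower folds and higher backgrounds than gene-end peaks in general. The median fold was 5.30 over 25 imprinted and 8.80 over 30 germline gene-end peaks, against 14.5 over all 3651 protein-coding gene-end peaks (random draws of gene-end peaks, permutation, adjusted p = 0.0016 and 0.0032 over 8 lists). The limb patterning list, with 7 gene-end peaks, also had a lower median fold, 6.51 (permutation, adjusted p = 0.0032). These draws, and those for the lowest background below, treat peaks as independent, which peaks of the same gene are not. The 7 limb patterning peaks came from 4 genes, with 3 at Meis2 and 2 at Hoxd9. The imprinted peaks came from 14 genes and the germline peaks from 22. Only 23.3% of germline gene-end peaks (7 of 30; 95% Wilson interval 11.8% to 40.9%, counting error only) and 24.0% of imprinted ones (6 of 25; 11.5% to 43.4%) were at the lowest background, against 86.5% of all gene-end peaks (permutation p = 0.0002 for each, the smallest that 10000 draws allow). Mael and Dazl each had 2 gene-end peaks, and the one with the higher fold is given. The peak at Mael on chromosome 1 (166238680 to 166239068) had a pileup of 330 reads over a background of 123 reads, a fold of 2.67. That at Dazl on chromosome 17 (50293717 to 50294184) had 381 reads over 207, a fold of 1.84. In contrast, the peak at Tex19.1 on chromosome 11 (121145685 to 121146544) had 373 reads over 6.46, a fold of 50.2. At Airn on chromosome 17 (12741319 to 12741627) 160 reads stood over 30.4, a fold of 5.13.

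**Figure D4:**
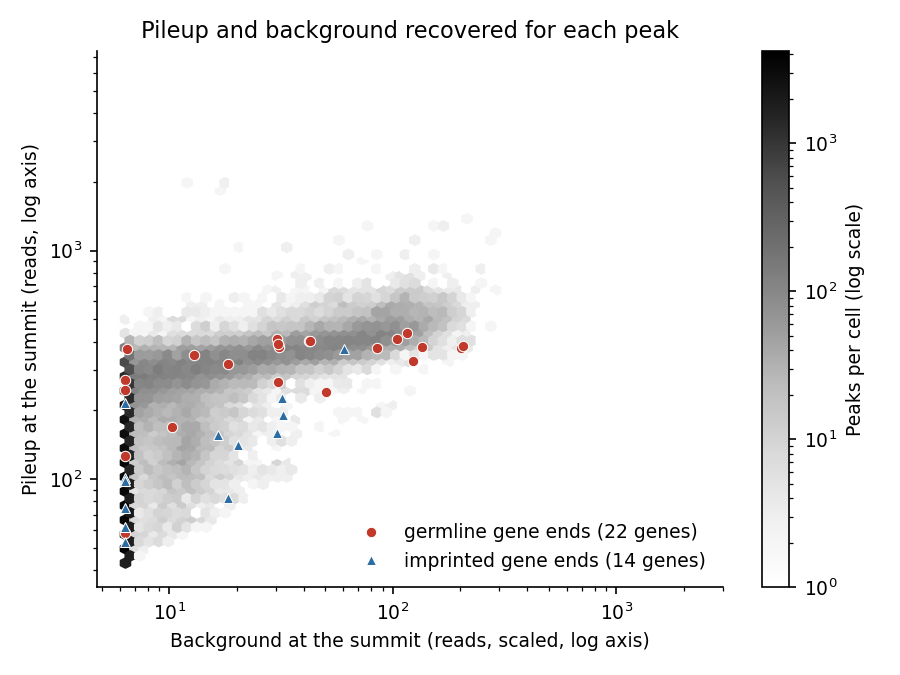
Pileup of the merged set (vertical axis, reads, log scale) against background (horizontal axis, scaled reads, log scale) at the summit of each matched peak; grey cells count peaks, and points are the highest-fold gene-end peak of each germline (circles) and imprinted (triangles) gene. The column at 6.37 reads holds 74.98% of peaks, and most germline points lie to its right.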

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

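The test in this part was written down before its outcome was computed. The 143 peaks on 15 unplaced contigs were outside every comparison with genes, and stood out as signal in sequence not otherwise used. Their median fold was 12.7, against 13.2 on the chromosomes. If such contigs held sequence present in more copies than the assembly shows, reads of the background set would also gather there. A background above the lowest was found in 52.4% of contig peaks (75 of 143; 95% Wilson interval 44.3% to 60.5%) and in 24.97% of the 83968 chromosome peaks (Fisher's exact test, two-sided, p = 2.26e-12, treating peaks as independent, which neighbouring peaks are not). The share was above that of the chromosomes on 12 of the 15 contigs, and was 48.5% without the contig that held most peaks (40). The result fits a technical source, extra copies, but does not single it out, since gene context was not matched. On the chromosomes, 41.2% of peaks above the lowest background lay in gene bodies, against 67.9% of peaks at it. A biological difference between control and cKO chondrocytes at these contigs stays open and untested, as the list has no values per sample.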

How the results depend on the processing

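No paired analysis was possible because the list holds no value for any sample, so the shared replicate numbers of the groups pair nothing here, and no replicate was left out. The planned filters at −log10 q of 2 and 3 removed no peak, since the list starts at 20.004, and say nothing about stability.

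The size and typical values of the list follow the filter by construction. Peaks of at least the median fold numbered 42417, with a median width of 503 bp, fold of 21.6 and −log10 q of 185. Merging within 500 bp gave a median width of 423 bp, fold of 13.7 and −log10 q of 108. A −log10 q of at least 50 gave 494 bp, 17.1 and 156, and one of at least 100 left 43766 peaks with 556 bp, 21.3 and 205. Peaks at the lowest background had medians of 355 bp, 13.4 and 77.0; the 21043 above it had 646 bp, 12.5 and 221.

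The excess in gene bodies and at gene ends kept its direction and its side of the threshold under all alternatives except one. Peaks above the lowest background alone reversed it, with ratios of 0.842 (any gene body), 0.781 (protein-coding body) and 0.806 (gene end). Their correlation with gene density changed sign but did not pass the threshold of 0.05 (r = -0.47, permutation p = 0.0747). Circular shifts, which keep the clustering of peaks, gave 1.24 for gene bodies.

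Of 16 list tests, 5 had an adjusted p under 0.05. This count was 2 for peaks of at least the median fold, 3 at a −log10 q of at least 50, 2 at 100, and 0 at the lowest background alone. It was 4 with peaks placed by summit, where no peak is removed and the germline gene-body call was lost (permutation, adjusted p = 0.147), and 4 with the protein-coding background, where the hypertrophy gene-body call was lost (permutation, adjusted p = 0.0656). Peaks above the lowest background alone gave 4, all of them imprinted or germline: 95.8% and 73.9% in bodies (25.7% and 24.3% expected) and 12 of 24 and 18 of 23 genes at ends (3.29% and 3.60% expected), each with an adjusted permutation p of 0.0008. Leaving out the 2 void filters, the germline gene-end excess stayed under 0.05 in 10 of 12 alternatives (adjusted p from 0.0008 to 0.989) and the imprinted one in 9 of 12 (0.0008 to 1). In gene bodies the germline excess stayed in 5 of 10 and the imprinted one in 6 of 10. The cause of single changes was not tested.

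Some differences from the expected share (percentage points) reversed sign. At the lowest background alone they were -0.633 (imprinted, body) and -3.73 (germline, body). Above it they were -4.68 (glycolysis, body), -9.20 (TCA, body), 0.392 (cartilage, body), 3.18 (cartilage, end) and 2.63 (hypertrophy, end). Peaks of at least the median fold gave -2.88 (limb, body) and 2.25 (TCA, end). A −log10 q of at least 50 gave -8.41 (limb, body), and one of 100 gave -1.97 (TCA, body), -15.0 (limb, body), 3.35 (TCA, end) and 0.364 (hypertrophy, end). Any overlap gave 11.7 (hypertrophy, end). The 2 kb window gave 25.9 (hypertrophy, end) and 18.6 (limb, end), the 500 bp window 0.45 (oxidative phosphorylation, end), and the protein-coding background -5.05 (limb, body). A further 15 single list results became weaker and 1 stronger.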

Other observations

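The tests of the background steps, of even coverage, of the chromosome 6 interval, of the build, of equal gene-body shares and of the germline and imprinted gene ends against unenriched DNA were chosen only after the result was seen; the others were written down first.

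The backgrounds bear on what the list measures. If they had come from the merged set alone, no scaled step tied to single reads would be expected, yet 69.6% of the backgrounds above the lowest and under 60 reads were whole multiples of one step of 0.239 reads. A second set of libraries is the remaining reading, and it would be the larger one if the caller scaled by totals. Which samples this second set held is not recorded. Even coverage of that set is argued against by 16.1% of peaks having a background at least 2 times the lowest, where Poisson counts give 0.000215%. Such a background was more frequent at imprinted and germline genes: 69.1% of their 55 gene-end peaks had it, against 6.66% of 3604 other gene-end peaks (Fisher's exact test, two-sided, p = 5.48e-31, peaks treated as independent). Unenriched DNA with even coverage would give the same share at both. A hypothesis is that the second set was itself MBD-enriched DNA, as cKO libraries would be. A bias of unenriched DNA towards CpG-rich sequence was not tested, since no sequence was used here, and stays open.

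If the second set was the cKO set, the list would mix 2 situations that its fold does not separate. At some sites the second set is at or below its genome average, and at others it is above that average. Of the 21043 peaks above the lowest background, 13583 had a background at least 2 times the lowest. For germline gene ends, 23.3% of peaks were at the lowest background. Pileup was matched in bins only, and the highest bin has no upper limit. Gene-end peaks drawn from the same pileup bins were at the lowest background in 47.6% of cases (95% of draws, 33.3% to 63.3%). The observed share was below this (permutation p = 0.0006, peaks treated as independent). Differences in pileup between bins therefore do not account for it, while differences inside the highest bin were not tested. For imprinted gene ends the expectation was 88.5% against 24.0% observed (permutation p = 0.0002). Median backgrounds were 5.74 and 4.77 times the lowest. Median pileups were 350.5 reads at germline and 160 at imprinted gene ends, against 120 at all gene ends. A candidate explanation is that imprinted and germline sites retained methylation in both sets; the direction of the comparison and the identity of both sets would have to be known to test it.

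The placement of the 2 kinds of peaks may reflect where the second set keeps signal. The gene-body shares differed by 26.6 percentage points, beyond all 1000 rotations of the kinds. Higher pileup in the peaks above the lowest background is argued against as the cause. Matching on bins of pileup widened the difference to 39.2 points (rotations from -1.43 to 4.54). Mappability and repeat content were not analysed and stay open, as does a difference between the groups.

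The highest folds fell in the interval beside Rn4.5s on chromosome 6. At the 9 peaks the merged set stood 294 to 323 times above the lowest background and the second set at most 1.88 to 3.26 times, so the 2 rises differed by at least 99.1-fold. This ratio decides nothing about copies of a repeat stacked on one locus, since the peaks were picked by their fold and the level of the second set without stacking is unknown. Stacked copies stay open, as do a difference in copy number between the mice of the 2 sets and a difference between the groups, which were not tested.

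The local deficit at gene ends bears on the build. A gene table offset from the peaks by a constant distance would not be expected to place the lowest count at 0 shift. The lowest count was at 0 shift, where the ratio to the flanks was 0.873. No table of another build was tried. A lack of methylation at gene starts could also give such a deficit, but strand was not known and this was not tested.

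The higher density on gene-rich chromosomes was predicted from gene density and found (r = 0.69). Peaks were also crowded. The fullest window of 100 kb held 52 peaks, on chromosome 5 from 115900001 to 116000000 over Cit, where independent placement gave at most 23 in 1000 runs; 89 windows exceeded that. The next fullest windows lay over Pgs1 and Dnah17 (48 peaks), and over Stac3, Ndufa4l2, Shmt2, Nxph4 and Lrp1 (38 peaks). These windows were chosen after their values were seen. What draws peaks together was not tested, CpG density being a possible source.

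Of 2 hypotheses on gene families, one failed. Zinc finger (Zfp) genes had been predicted to carry more peaks than genes of their length, but 59.8% of 244 had a peak in the body against 71.1% expected, a difference in the opposite direction (permutation p = 0.0002). At gene ends the share was 20.9% against 22.1% expected (permutation p = 0.722), so the difference was found in gene bodies only. Olfactory and vomeronasal receptor genes had been predicted to carry fewer, and 6.31% of 872 did against 22.6% expected (permutation p = 0.0002). Reads shared between near-identical receptor genes may lower the count of peaks there, and this was not tested apart from a biological difference.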
